A study of Homo sapiens with 8 samples. Its data were reported in "IncRNA‐ZFAS1, an Emerging Gate‐Keeper in DNA Damage‐Dependent Transcriptional Regulation" (2025).

How the data were processed

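The samples were human fetal lung fibroblasts immortalized with SV40, called MRC5 in the labels and MRC5_VA in the study's methods, either wild type (WT) or with a knockdown (KD) of *ZFAS1*, a long noncoding RNA that hosts small nucleolar RNAs. Nascent RNA was measured by GRO-seq, in which isolated nuclei extend the RNA that engaged polymerases had begun and the extended RNA is captured and sequenced. Cells were first held in 100 µM DRB for 3.5 h, a drug that keeps RNA polymerase II near the start of genes. They were then left unirradiated or given 10 J/m2 of UV-C, DRB was washed out, and nuclei were taken 10 or 40 min later for a run-on of 5 min. Per the labels, the 8 libraries form 8 groups of 1 library each, from 2 kinds of cells, with and without UV, at 2 times.

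The authors aligned the reads to the human genome hg38 with BWA 0.5.9 and handled them with SAMtools, per the submitters' processing notes. They deposited raw read counts per annotated transcript, with no normalization, as 1 table per library. The counter, its use of strand and the annotation release are not given in the sources used here. Each table held 41581 transcripts under 19351 gene names, and 97.6% of the transcript identifiers were found in GENCODE v44. Among 32318 pairs in which a longer transcript of a gene held a shorter one, the longer never had fewer reads. All 3980 pairs of transcripts with the same start and end had identical counts in all 8 libraries. The counts therefore cover the whole transcript span, introns included, and the same read counts toward every transcript that holds it. The smallest span was 1001 bp. The tables come in 2 different orders of transcripts, and 22 gene names were written as dates. No 2 of the 28 pairs of libraries had identical counts, and the pair closest in counts still differed by a chi-square of 20.5 per gene.

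The longest transcript of each gene was taken as the gene, so that each read counted once per gene. The library totals over genes lay between 10.2 and 21.1 M reads, a ratio of 2.06. There was 1 library per group, and nothing shows that 2 libraries came from separate cultures, so a spread between libraries holds culture, library and sequencing differences together. For 378 genes over 10% of the span lay in another gene on the same strand, and reads there cannot be assigned to one of them.

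Genes were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood F-test with TMM scaling. Low genes were removed by filterByExpr with a minimum count of 10 and a minimum total of 15, which kept 17782 genes. Since no condition was repeated, UV, knockdown and time were fitted as additive terms over all 8 libraries, which leaves 4 residual degrees of freedom. A knockdown by UV term and a UV by time term were each fitted with the third factor as a covariate, leaving 3. The term of all 3 factors together leaves none and was not tested. P-values were adjusted by Benjamini-Hochberg, and genes under an adjusted p of 0.05 were called. Levels are CPM scaled by TMM, and log2 CPM used a prior count of 2. The design, the gene lists and all alternatives except those named below as added later were fixed before the data were examined.

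The genes named in the text followed a fixed rule. For UV, knockdown and time it took up to 12 called genes per direction with the largest change and 1 sign in all 4 matched pairs, and for each interaction up to 6 per direction. Where no gene was called, it took the 5 smallest p-values per direction. For the single pair KD over WT at 40 min after UV it took the 8 largest ratios per direction among genes with at least 100 reads, with exact intervals at 95% that cover counting error only. A set of genes the study discusses was fixed as well, as were the 3 members of each gene list with the highest mean CPM and the called members of lists with 5 or fewer. Some genes that the rule takes are not reported here, though they stay in the counts.

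Of 24 gene lists fixed, 20 had at least 3 members tested. These were p53 targets, immediate early and AP-1 genes, nucleotide excision repair, damage signalling and checkpoint, transcription elongation, replication-dependent histones, ribosomal proteins, snoRNA host RNAs, lncRNAs of the study, *ZFAS1* neighbours, heat shock and unfolded protein response, NF-kB and inflammatory genes, interferon response, fibroblast matrix, mitotic genes, G1/S and replication, and epithelial, endothelial, immune and muscle markers. Small nuclear RNAs, RNA polymerase III genes, mitochondrially encoded genes and the snoRNAs within *ZFAS1* were not analysed here. Lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry. Fry asks whether the genes of a list move, on balance, one way, and does not compare them with other genes. Camera and fry did not take gene span into account. For the single pair, a list's median was placed among 10000 random lists matched on mean expression.

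A length index was taken per matched pair as the median log2 fold change of protein-coding genes over 100 kb minus that of genes of 5 to 30 kb. It was tested over the 4 pairs of a factor by an exact two-sided sign-flip permutation test, whose smallest possible p is 0.13. A second measure was chosen after seeing the data. For 927 genes with transcripts whose 5' ends lie within 500 bp of each other, the reads of the longer transcript beyond the shorter one gave the read density of a distal part of at least 5 kb, set against that of the shorter one of at least 2 kb. Genes entered with at least 200 reads over the 8 libraries, and 0.5 reads were added to each part. Background was taken from the lowest 25% by read density of genes spanning over 50 kb, and active genes were those at least 4 times above it.

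The tests were tried on simulated data drawn from the real means and library sizes with 50 genes changed per fold size among 17782. At 4-fold the test recovered 88% of changed genes for UV, 88% for knockdown, 78% for time, 40% for the knockdown by UV term and 8% for the UV by time term. At 8-fold the last 2 recovered 80% and 64%. False calls numbered 3, 4, 8, 5 and 4 in that order. Of 20 lists simulated for UV, with genes drawn independently of each other, camera and fry each recovered the 3 that were shifted. Such draws do not try the list tests on correlated genes.

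Alternatives were DESeq2 size factors (RLE), library totals alone, TMM on protein-coding genes under 30 kb, no filter, DESeq2 1.42.0, limma-voom, each library left out, each factor alone and each level of another factor alone. Alternatives added after seeing the data were the shortest transcript of each gene, active genes alone, the order of the tables as a covariate or a subset, fry counted in place of camera, and the list tests of the knockdown by UV term. The splits of the libraries were also run after that. Scaling moved the median gene. Its log2 change over UV was 0.06 with TMM and −0.06 with TMM on short genes, and over time −0.06 with TMM and −0.21 with library totals. For the knockdown by UV difference it was 0.17 with TMM, −0.01 with library totals and −0.16 with short genes. For the UV by time difference it was 0.27, 0.42 and −0.18 in the same order. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and drawn with matplotlib 3.10.9.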

Results

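Nascent RNA was counted over 17782 genes in 8 GRO-seq libraries of SV40-immortalized lung fibroblasts (MRC5 in the labels, MRC5_VA in the study's methods), 1 library for each combination of cell (WT or knockdown of *ZFAS1*), UV-C (none or 10 J/m2) and time after DRB removal (10 or 40 min). Without UV the WT libraries held 10.2 M reads at 10 min and 21.1 M at 40 min, and those labelled KD held 10.6 and 13.0 M. With UV the totals were 10.6 and 12.9 M in WT and 12.1 and 15 M in KD. *SNHG1*, a snoRNA host, or *ANKRD30BL* was the most abundant gene of each library, at 1.07 to 1.31% of reads. No condition was repeated. A test here sets 4 matched pairs of libraries against the spread left by the other factors, and differences within a single pair have no replicate check.

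*ZFAS1*, the targeted gene (chromosome 20, 49278178 to 49289260, plus strand, hg38, a lncRNA gene), was not lower in the libraries labelled KD. Without UV its level was 507 CPM in WT and 704 CPM in KD at 10 min, and 1812 and 1598 CPM at 40 min. With UV it was 633 and 693 CPM at 10 min, and 586 and 921 CPM at 40 min. The fitted log2 ratio of KD over WT was 0.20 ± 0.36 (SE, 4 pairs, edgeR adjusted p = 1.00), with single pairs at 0.47, −0.18, 0.13 and 0.65. Without the WT UV 40 min library the ratio was −0.01, also not called. RNA interference acts on finished transcripts, so the nascent reads need not follow the label, and they do not check it. *ZNFX1*, the zinc-finger gene that overlaps the start of *ZFAS1* on the other strand, had KD over WT log2 ratios of −1.24 and −0.62 without UV and 0.46 and 0.34 with UV. Whether the counts used strand is not given in the sources used here, so reads in the overlap cannot be told apart.

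**Figure D1:**
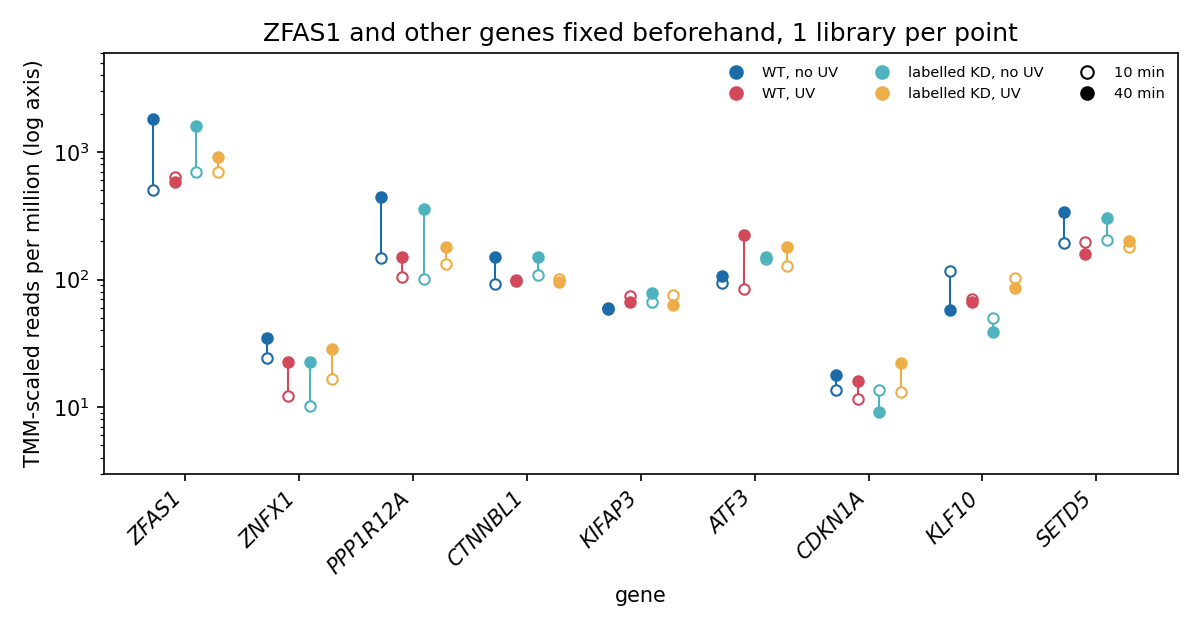
TMM-scaled CPM (log axis) of *ZFAS1* and the other genes fixed beforehand, with 1 point per library, open at 10 min and filled at 40 min, coloured by cell label and UV. *ZFAS1* lies between 507 and 1812 CPM, and its libraries labelled KD are not below WT except at 40 min without UV.

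The comparison of 40 with 10 min asks which genes gained nascent reads as polymerases released from DRB moved on. The largest rises were in immediate early genes. *EGR1*, an early growth response transcription factor, rose by a log2 fold change of 2.84 ± 0.39 (SE, 4 of 4 pairs, edgeR adjusted p = 0.0447), and *FOS*, a subunit of AP-1, by 2.56 ± 0.43. *SAT1*, which acetylates polyamines, rose by 2.45, *DDIT3*, a stress transcription factor, by 2.43, *MYLIP*, which targets the LDL receptor for degradation, by 2.34, and *ERRFI1*, an inhibitor of EGF receptor signalling, by 2.18. Longer genes also rose, with *INTS6* of the Integrator complex at 2.24 ± 0.42, *KRCC1* at 2.16 and *SUZ12P1*, a pseudogene of *SUZ12*, at 2.13. The zinc-finger genes *ZNF433*, *ZNF93* and *ZNF182* rose by 2.19, 2.18 and 2.14. In all, 92 of 17782 genes rose and 0 fell by edgeR, with 3890 genes at an unadjusted p under 0.05, and DESeq2 called 1522 rises and 123 falls.

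Among the fixed lists, transcription elongation factors lay highest over time against other genes by p (median log2 fold change 0.71, camera adjusted p = 1.68e-06). Of 33 members 1 rose, *CDK7*, the kinase of TFIIH, by 2.13, and 7 rose when adjusted over the list alone. Immediate early and AP-1 genes had a median of 0.57 (adjusted p = 3.16e-05), where 3 of 24 rose, *EGR1*, *FOS* and the phosphatase *DUSP1* (1.78), and 9 when adjusted over the list alone. Of the heat shock and unfolded protein response list (median 0.34, adjusted p = 0.046) *DDIT3* rose, and 2 members did when adjusted over the list alone. No member passed over all genes in the other called lists. Adjusted over the list alone, 10 of 26 p53 targets rose (median 0.46, adjusted p = 0.000682). The 3 most abundant, which did not pass over all genes, were at 0.78 for *MDM2*, the p53 ubiquitin ligase, 1.15 for the death receptor *TNFRSF10B* and 1.03 for the kinase *PLK2*. Likewise 3 of 23 damage signalling genes rose (0.61, adjusted p = 0.000145), 2 of 19 G1/S and replication genes (0.67, adjusted p = 0.000682), 7 of 29 nucleotide excision repair genes (0.43, adjusted p = 0.00736), 3 of 19 NF-kB and inflammatory genes (0.72, adjusted p = 0.0101), 3 of 4 histone genes (1.05, adjusted p = 0.0156), 1 of 11 *ZFAS1* neighbours (0.75, adjusted p = 0.0205) and 0 of 17 mitotic genes (0.24, adjusted p = 0.0205). Epithelial and endothelial markers lay lower, both with a median of −0.69 (adjusted p = 0.0205) and 0 members past the test in either count. None of these list calls held with an estimated correlation, where the adjusted p of camera was between 0.579 and 0.692. For elongation factors the adjusted p = 0.579 with an estimated correlation. The lowest adjusted p of fry was 0.174. Camera did not match lists on span, and the change over time differed by span. In active genes its mean over 4 pairs was 0.07 ± 0.47 (SD) for 1 to 10 kb and 0.54 ± 0.22 for 30 to 60 kb. Whether the spans of the members set the place of a list was not tested.

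The lists not called over time were ribosomal proteins (median 0.02, adjusted p = 0.713), fibroblast matrix genes (−0.18, adjusted p = 0.682), interferon response (0.08, adjusted p = 0.713), snoRNA hosts (0.16, adjusted p = 0.612), the study's lncRNAs (−0.76, adjusted p = 0.743), immune markers (−0.57, adjusted p = 0.131) and muscle markers (−0.50, adjusted p = 0.124). The median of the ribosomal protein and interferon lists changes sign with the scaling. The read density of active genes over background also moved with time, from 12.7 to 28.6 in WT and 7.87 to 14.6 in KD without UV, and from 9.34 to 11.9 and 12.3 to 16.6 with UV. The count of 92 genes became 2 with library totals, 7 with scaling on short genes, 22 with limma-voom, 439 with RLE and 1645 with DESeq2. It was 0 without WT no UV 10 min, WT no UV 40 min, KD no UV 10 min or KD UV 40 min, 30 without WT UV 10 min, 1918 without WT UV 40 min, 878 without KD no UV 40 min and 1032 without KD UV 10 min.

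**Figure D2:**
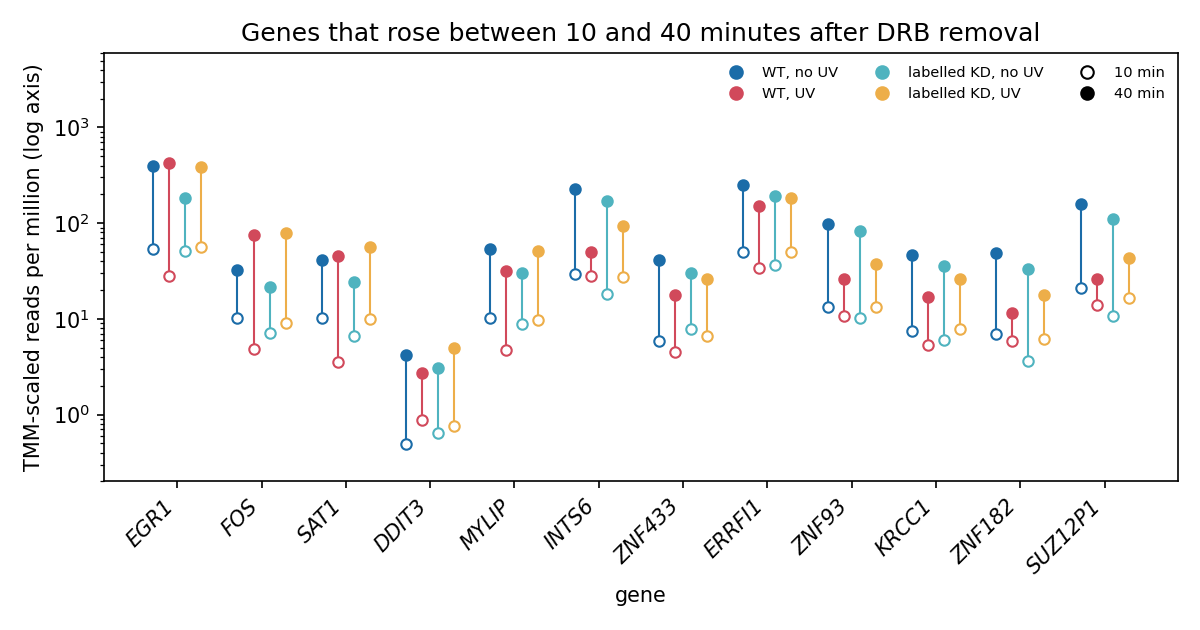
TMM-scaled CPM (log axis) of the 12 named genes that rose from 10 min (open) to 40 min (filled), with 1 point per library, coloured by cell label and UV. Every gene is higher at 40 min in each of the 4 pairs, from *SUZ12P1* at a fitted log2 fold change of 2.13 to *EGR1* at 2.84.

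The UV comparison asks how lesions that stall RNA polymerase II change nascent transcription of genes relative to each other. Levels were scaled within each library, so a fall of all genes alike, such as the global shutdown the study described, would not show. No gene passed. *THY1*, a fibroblast surface glycoprotein, had the smallest p, with UV over no UV at 4.47 and 4.68 in the WT pairs and 0.23 and 0.72 in the KD pairs. *PPIC*, a peptidyl-prolyl isomerase, was more even, at 1.16, 1.10, 0.92 and 1.19, with a fitted log2 fold change of 1.11 ± 0.31 (SE, 4 of 4 pairs, edgeR adjusted p = 0.996). Next by p among positive values were *MAN2A2* of N-glycan processing at 1.19, *TENM4* at 1.87 (3.16 and 3.46 in the WT pairs, −0.04 and 0.76 in the KD pairs) and the kinetochore gene *SPC24* at 1.05. *THY1* and *TENM4* are among 12 genes whose reads stand apart in both WT UV libraries, from a source that is open. On the lower side stood *STAG3L4* at −1.79, *SERP1* at −1.23, *PPP4R1L* at −1.20, *EED* of the Polycomb complex at −1.06 and *EPC1* at −1.03. Stress genes fixed beforehand did not pass either. *ATF3*, a transcription factor of the stress response, had a log2 fold change of 0.27 ± 0.32, with 106 CPM without UV and 223 CPM with UV in WT at 40 min and 150 and 181 CPM in KD. *CDKN1A*, the p21 inhibitor of cyclin-dependent kinases, had 0.19 ± 0.34.

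By camera over the mean of the 4 pairs, which did not all go one way, ribosomal proteins lay above other genes with UV (median 0.52, adjusted p = 9.81e-08, 53 members), as did the heat shock list (0.49, adjusted p = 0.000525), histone genes (0.51, adjusted p = 0.0145) and fibroblast matrix genes (0.32, adjusted p = 0.0218). Transcription elongation factors (−0.12, adjusted p = 0.000525), damage signalling genes (−0.23, adjusted p = 0.00284) and NF-kB genes (−0.11, adjusted p = 0.0231) lay below. The median ribosomal protein gene was at 85.3 CPM without and 36.8 CPM with UV in WT at 10 min, but at 30.5 and 64.3 CPM in KD, and the medians of the heat shock, histone and matrix lists were likewise lower with UV in WT at 10 min. Elongation factors were lower with UV in WT, at 55.2 and 35.1 CPM at 10 min and 88.3 and 51.8 CPM at 40 min, but not in KD, at 30.1 and 43.7 CPM and 58.0 and 59.7 CPM. Damage signalling genes were at 39.1 and 59.6 CPM in KD at 10 min. The adjusted p = 0.759 with an estimated correlation for all 7 lists, and no member passed over all genes. When adjusted over the list alone 1 fibroblast matrix gene did, *THY1*, which is among the 12 genes whose reads in both WT UV libraries have an open source. The p53 targets had a median of −0.02 (camera adjusted p = 0.157). Camera did not match lists on span. In active genes the mean over 4 pairs of the median log2 change with UV was 0.31 ± 0.75 (SD) for 1 to 10 kb. It was −0.16 ± 0.48 for 30 to 60 kb, −0.23 ± 0.51 for 60 to 100 kb and 0.18 ± 0.21 over 200 kb. Whether the spans of the members set the place of a list was not tested. The edgeR test called 0 of 17782 genes, with 300 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The count was 1 without KD no UV 40 min and 2 without KD UV 10 min, 60 in the WT libraries alone and 1159 in the KD libraries alone, and 11 with the order of the tables as a covariate, an alternative chosen after seeing the data.

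The comparison of libraries labelled KD with WT asks what less *ZFAS1* does over all conditions. No gene passed. *SCARB2*, a lysosomal membrane protein, was lower in 4 of 4 pairs, with a log2 ratio of −1.22 ± 0.30 (SE, edgeR adjusted p = 1.00), and so was *SPC24* at −1.25 ± 0.31. *THY1* at −2.64 and *NAT10*, an RNA acetyltransferase, at −2.29 took their ratios mainly from the UV pairs, where *NAT10* was at −4.97 and −2.45 against −0.47 and −0.78 without UV, and both are among the same 12 genes. The receptor *ERBB2* was at −1.12. On the higher side stood *NFE2* at 2.18, *CTXN1* at 2.01, *C1orf194* at 1.87, *FOLR1*, a folate receptor, at 1.72 and *GPIHBP1* at 1.39.

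By camera over the mean of the 4 pairs, fibroblast matrix genes lay below other genes in libraries labelled KD (median −0.40, adjusted p = 5.59e-06), with *FN1*, fibronectin, at −0.60 and *COL5A1*, a collagen chain, at −0.35. Both took this from the pairs without UV, *COL5A1* at −0.77 and −0.74 against 0.05 and 0.05 with UV. Also below lay G1/S and replication genes (−0.35, adjusted p = 1.16e-05), ribosomal proteins (−0.25, adjusted p = 1.16e-05), elongation factors (−0.14, adjusted p = 0.000589), heat shock genes (−0.25, adjusted p = 0.00239), mitotic genes (−0.21, adjusted p = 0.0109), interferon genes (−0.13, adjusted p = 0.0162), nucleotide excision repair (−0.11, adjusted p = 0.0253), immediate early genes (−0.10, adjusted p = 0.0309) and damage signalling (−0.08, adjusted p = 0.0393). These means join opposite signs. Apart from nucleotide excision repair, the median CPM of each list from G1/S genes to damage signalling was lower in KD than in WT in both pairs without UV and higher in both pairs with UV. For G1/S genes it was 53.4 in WT and 19.2 in KD at 10 min without UV but 26.5 and 40.9 with UV, and for mitotic genes 79.0 and 37.8 against 53.2 and 63.7. Endothelial markers lay above (0.52, camera adjusted p = 0.00138), with *ERG*, an endothelial transcription factor, at 0.68 and *VWF* at 0.67. This was set largely by the pair without UV at 40 min, where *ERG* was at 3.10. Background was not subtracted, and the list's median CPM was highest and lowest in the libraries with the highest and lowest estimated background share. It was 31.4 CPM at 26.2% in KD without UV at 10 min. In WT without UV at 40 min it was 5.95 CPM at 8.3%. No member passed in either count, and the adjusted p = 0.671 with an estimated correlation for all 11 lists. The edgeR test called 0 of 17782 genes, with 83 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The count was 3085 in the libraries without UV alone, 159 in those with UV alone, 2 without KD no UV 40 min and 4 with the order of the tables as a covariate.

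The knockdown by UV term asks whether KD over WT differs with and without UV, and a positive value means a higher ratio with UV. It was the comparison with most calls, 1055 genes with a positive and 776 with a negative term of 17782 (6954 at an unadjusted p under 0.05). Among the most negative were *SYTL4*, a synaptotagmin-like gene, at −5.98 ± 0.53 (SE, edgeR adjusted p = 0.000245), *BOK* of the BCL2 family at −5.57, *FGF17*, a growth factor, at −5.32, the transglutaminase *TGM6* at −5.29 and *PLPP1*, a lipid phosphatase, at −4.88. These 5 were lower in KD than in WT with UV at both times. *SYTL4*, *BOK*, *TGM6* and *PLPP1* are among 12 genes at least 3 times higher in both WT UV libraries than in each of the other 6, and the source of those reads is open. The most positive were the zinc transporter *SLC39A2* at 5.02 ± 1.47 (edgeR adjusted p = 0.0471) and the sulfotransferase *SULT1C4* at 4.94 ± 0.87. Next were *RETN*, resistin, at 3.89, *ARMCX6* at 3.82, *GSTM3*, a glutathione transferase, at 3.66 and *ATP5ME* of the ATP synthase at 3.31. For *SLC39A2* the difference was 0.69 at the earlier and 3.84 at the later time, both below the fitted value. Its call was kept in 6 of 11 alternatives, and that of *RETN* in 10 of 15. The call of *SULT1C4* was kept in 11 of 14, and those of *ARMCX6*, *GSTM3* and *ATP5ME* in 13 of 16 each.

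**Figure D3:**
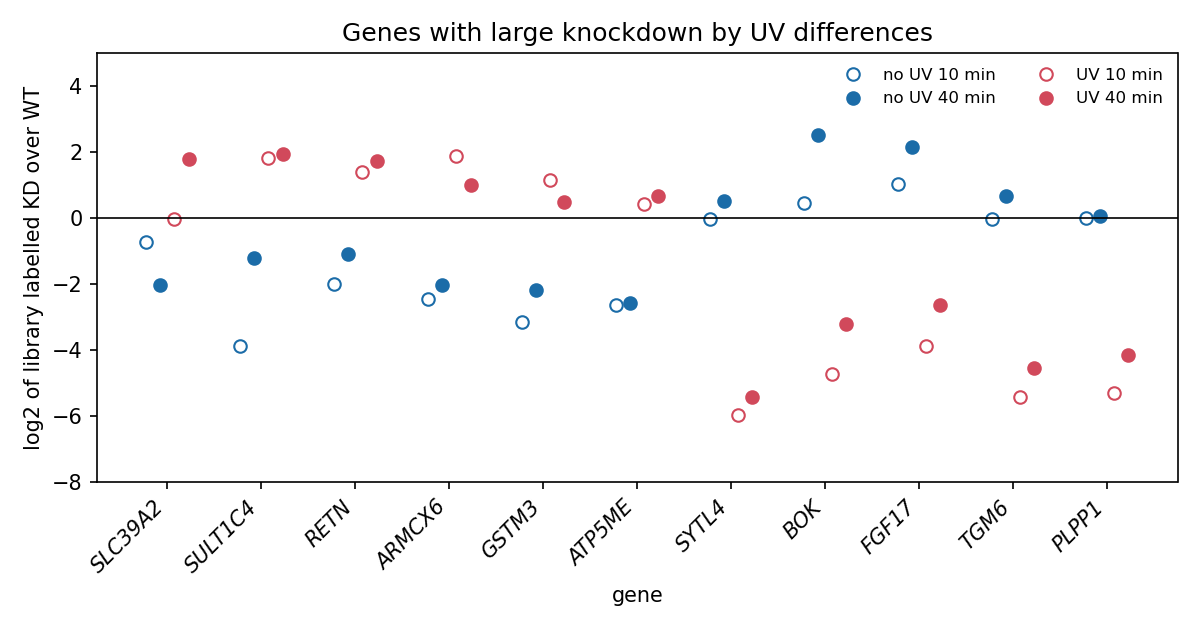
The log2 ratio of the library labelled KD over WT for 11 genes with large knockdown by UV terms, without UV (blue) and with UV (red), at 10 min (open) and 40 min (filled), with 1 pair of libraries per point. The 5 genes on the right lie below 0 in both UV pairs, and the 6 on the left below 0 in both pairs without UV.

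The signal of active genes over background moved with this term as well, at 7.87 against 12.7 and 14.6 against 28.6 for KD against WT without UV at 10 and 40 min, and at 12.3 against 9.34 and 16.6 against 11.9 with UV. The ratio of KD over WT also differed by span, which camera did not match. In active genes of 1 to 10 kb its median log2 value was −0.85 and −0.64 without UV and 0.44 and 0.32 with UV. In those over 200 kb it was −0.12 and 0.22 without UV and 0.10 and 0.08 with UV. Of 53 ribosomal proteins 26 had a positive called term and 44 when adjusted over the list alone (median 1.79, camera adjusted p = 5.91e-14, and adjusted p = 0.527 with an estimated correlation). The median ribosomal protein gene without UV was at 85.3 and 50.9 CPM in WT and 30.5 and 22.8 CPM in KD at 10 and 40 min, and with UV at 36.8 and 73.4 CPM in WT and 64.3 and 92.8 CPM in KD. Of 19 G1/S and replication genes 9 were called and 15 when adjusted over the list alone (1.58, adjusted p = 7.98e-07, and adjusted p = 0.391 with an estimated correlation), such as the helicase subunit *MCM4* at 2.04. Of 17 mitotic genes 7 were called and 12 over the list alone (1.44, adjusted p = 9.99e-06, and adjusted p = 0.391 with an estimated correlation). Of 33 elongation factors 6 were called and 12 when adjusted over the list alone (1.09, adjusted p = 2.11e-06, and adjusted p = 0.325 with an estimated correlation). Of 16 heat shock genes 7 were called and 10 when adjusted over the list alone (1.43, adjusted p = 0.000155, and adjusted p = 0.527 with an estimated correlation), among them the chaperone *HSP90AA1* at 2.0.

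Of 26 p53 targets 4 had a positive and 1 a negative called term, and 6 and 1 when adjusted over the list alone (median 0.99, adjusted p = 0.0018, and adjusted p = 0.325 with an estimated correlation). These were *PHLDA3*, an AKT inhibitor, at 2.91, the kinase *PLK3* at 1.78, cyclin *CCNG1* at 1.69, the lesion sensor *DDB2* at 1.5 and, below 0, the antiproliferative gene *BTG2* at −1.63. Of 29 nucleotide excision repair genes 5 were called and 7 when adjusted over the list alone (0.84, adjusted p = 0.0129, and adjusted p = 0.527 with an estimated correlation), among them *ERCC1* at 2.02, *RPA2* at 1.80, *CETN2* at 1.67 and *DDB2*. Of 13 snoRNA hosts 5 were called and 6 when adjusted over the list alone (0.95, adjusted p = 0.0039, and adjusted p = 0.527 with an estimated correlation), *SNHG15* at 3.31, *SNHG7* at 3.0, *SNHG4* at 2.92, *SNHG3* at 2.70 and *EPB41L4A-AS1* at 2.32. The abundant hosts *SNHG1* and *GAS5* were at 0.25 and −0.12. *SNHG15* was also the called member among 3 of the study's lncRNAs (median 0.56, adjusted p = 0.635). Of 24 immediate early genes 2 were called, *DUSP5* at 1.76 and the matricellular gene *CCN2* at 1.67, and 11 when adjusted over the list alone (adjusted p = 0.00448, and adjusted p = 0.571 with an estimated correlation). Of 23 damage signalling genes *XRCC6*, the Ku70 subunit, was called at 1.73, and 0 when adjusted over the list alone (adjusted p = 0.0118, and adjusted p = 0.527 with an estimated correlation).

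Of 24 fibroblast matrix genes 6 had a positive and 1 a negative called term, and 10 and 1 when adjusted over the list alone (median 1.01, adjusted p = 0.0325, and adjusted p = 0.653 with an estimated correlation). Of 16 interferon genes 2 were called, among them *IFI44* at 1.91, and 2 when adjusted over the list alone (median 0.77, adjusted p = 0.0686). Of NF-kB genes *NFKB2* was called at −2.33, as 1 of 19 in both counts (adjusted p = 0.721). Of the 4 lists of markers of other cell types, endothelial and epithelial markers were called, both below other genes. The estimated background share, which was not subtracted, moved with this term. At 10 min it was 26.2% in KD and 17.6% in WT without UV, and 18.1% and 22.8% with UV. Endothelial markers had a median of −1.52 (adjusted p = 0.00249, and adjusted p = 0.527 with an estimated correlation), with *TIE1* called at −2.27 and 3 of 8 when adjusted over the list alone, and their median CPM was 20.6, 5.95, 31.4 and 19.0 without UV and 21.8, 20.6, 21.1 and 13.8 with UV in the order WT 10, WT 40, KD 10 and KD 40 min. Epithelial markers had −1.30 (adjusted p = 0.0147, and adjusted p = 0.527 with an estimated correlation), with *ESRP1* called at −2.10, as 1 of 10 in both counts. Of 7 immune markers 2 had positive called terms, among them *CD68* at 3.18, while the list's median was −1.35 (adjusted p = 0.229), and 2 positive and 5 negative terms passed when adjusted over the list alone. Among muscle markers *DES* was called at −2.64, and 2 positive and 2 negative when adjusted over the list alone (median −1.16, adjusted p = 0.339). Of the 4 histone genes 0 were called in either count (adjusted p = 0.179), and of the 11 *ZFAS1* neighbours 0, or 3 positive and 1 negative when adjusted over the list alone (adjusted p = 0.229).

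The tables come in 2 orders of transcripts, one shared by WT without UV and KD with UV and the other by WT with UV and KD without UV, so a batch that follows this order and the knockdown by UV term cannot be told apart. The call split was 920 positive and 2003 negative with library totals and 1058 and 3961 with scaling on short genes, and the count was 8 without KD no UV 10 min, 15 without KD no UV 40 min, 33 without KD UV 10 min, 28 without KD UV 40 min and 6118 without WT no UV 10 min.

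The UV by time term asks whether the gain from 10 to 40 min differs with UV. *PPP1R12A*, a myosin phosphatase subunit that spans 161.5 kb on chromosome 12, went from 147 to 441 CPM in WT and 101 to 356 CPM in KD without UV, but from 105 to 150 and 132 to 179 CPM with UV. Its term was −1.22 ± 0.59 (SE, edgeR adjusted p = 0.964), alike in WT at −1.07 and KD at −1.38, and its gain over time of 1.08 ± 0.35 did not pass (adjusted p = 0.107). *CTNNBL1*, a splicing-associated gene of 178.1 kb, went from 91.6 to 150 CPM and 109 to 151 CPM without UV, and from 96.6 to 99.8 and 100.1 to 94.9 CPM with UV. *KIFAP3*, a kinesin-associated gene of 153.4 kb, stayed between 58.9 and 78.9 CPM in the 8 libraries. The chromatin gene *SETD5* had a term of −0.76 ± 0.55, and *KLF10*, a TGF-beta early response gene, 0.57 ± 0.69. The smallest p-values below 0 belonged to *DPY19L2P1* at −2.69, *CMC1* at −2.51, the stress kinase *MAP2K4* at −2.06, *FBXL5* at −2.02 and *STX18* at −1.93. Above 0 they belonged to *HOXC5* at 4.69, whose span lies wholly within another gene, granzyme *GZMB* at 4.19, *AGAP2-AS1* at 3.21, *C16orf78* at 3.11 and *ZNF571-AS1* at 2.91. The edgeR test called 0 of 17782 genes, with 472 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. Without WT UV 10 min the count was 1.

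KD against WT at 40 min after UV is the pair the study's question turns on, and it is 1 library against 1, with no replicate check. *SYTL4* was at 717 CPM in WT and 16.6 CPM in KD, a log2 ratio of −5.42 with an exact interval of −5.63 to −5.24 that covers counting error only. *TGM6* was at −4.55, *PLPP1* at −4.15, *THY1* at −3.40, *BOK* at −3.20, the amino acid transporter *SLC7A2* at −3.17 and the glycine receptor *GLRA3* at −3.11. In *SLC7A2* the reads of the WT UV libraries were not spread along the gene. Of its 6024 and 1602 reads at 10 and 40 min, 61 and 57 lay in a transcript of 26.3 kb that holds 38.6% of the span. That transcript lies at the 3' end of the gene, which polymerases released from DRB need not have reached. The largest ratios above 0 were *LHFPL3-AS2* at 2.41, from 8.88 to 47.9 CPM, *SULT1C4* at 1.93, *TMPRSS7* at 1.84 and *TPRG1* at 1.79, from 36.9 to 127 CPM, followed by *ADAM20P1* and *ZC2HC1B* at 1.69, *ZNF474* at 1.68 and *CD200R1* at 1.63.

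**Figure D4:**
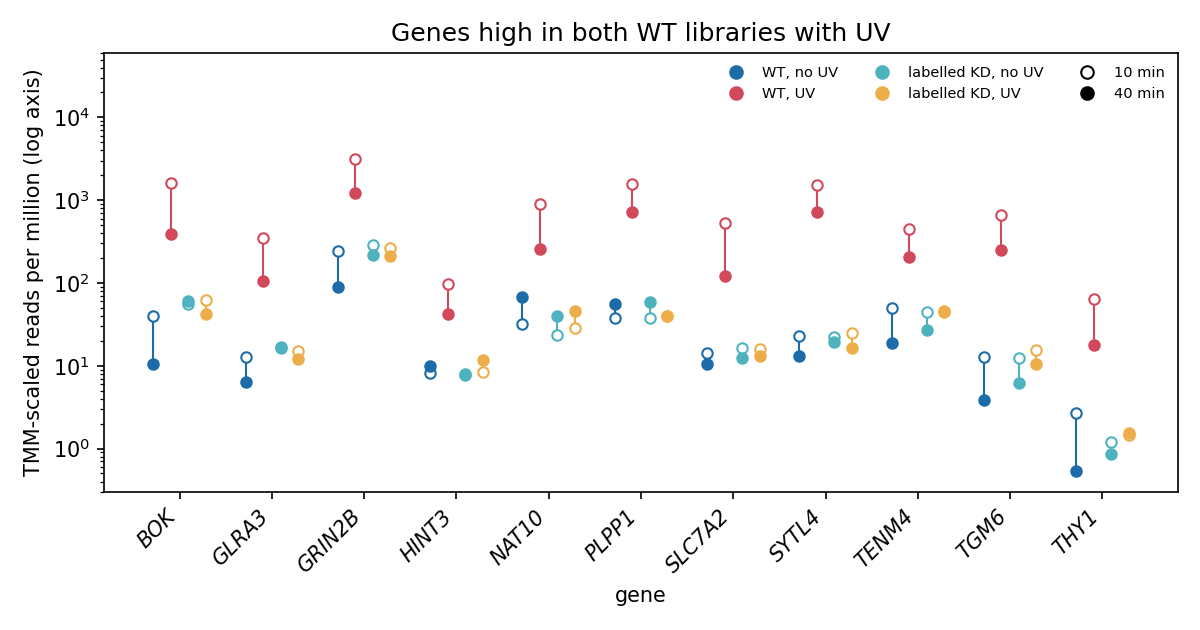
TMM-scaled CPM (log axis) of 11 genes that were at least 3 times higher in both WT UV libraries than in each of the other 6, with 1 point per library, open at 10 min and filled at 40 min. *SYTL4* is at 717 CPM at 40 min in WT with UV and 16.6 CPM in the library labelled KD.

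In the same pair, the median ribosomal protein ratio of 0.44 lay at the 99.99 percentile of random lists matched on expression, and that of p53 targets, 0.46, at 99.9. Mitotic genes were at 99.6 (0.49), elongation factors at 99.0 (0.38), G1/S genes at 98.8 (0.42) and snoRNA hosts at 98.3 (0.47), while endothelial markers were at 0.18 (−0.52). The estimated background share, which was not subtracted, was 13.9% in KD and 18.5% in WT in this pair. Matched on span as well, p53 targets at 99.4, ribosomal proteins at 98.2 and endothelial markers at 0.56 stayed beyond the central 95%, and the other 4 did not. The genes of random lists were drawn independently of each other. These percentiles therefore do not cover list members that move together within a library.

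Long genes were set against short ones in each matched pair. The length index of KD over WT, the log2 excess of 2786 genes over 100 kb above 7034 genes of 5 to 30 kb, was 0.33 and 0.61 without UV at 10 and 40 min and −0.20 and −0.21 with UV, a mean of 0.13 ± 0.41 (SD, n = 4 pairs, exact sign-flip p = 0.625). For UV over no UV it was 0.40 and 0.31 in WT and −0.13 and −0.52 in KD, a mean of 0.01 ± 0.43 (exact sign-flip p = 1). For 40 over 10 min it was −0.19 ± 0.18 (exact sign-flip p = 0.25). With 4 pairs the smallest p this exact test can give is 0.13, so it cannot reach 0.05.

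The position of reads along genes was compared by a measure chosen after seeing the data, the read density of a distal part over that of the proximal part from the same 5' end. In 305 genes whose distal part began over 50 kb from the start, the median ratio without UV was 1.74 at 10 min and 0.74 at 40 min in WT, and 1.41 and 0.63 in KD. With UV it was 1.63 and 1.47 in WT and 1.70 and 1.40 in KD. In 262 genes with the distal part beginning at 20 to 50 kb, the ratio at 40 min was between 1.00 and 1.10 in all 4 conditions, against 1.59, 1.65, 1.23 and 1.62 at 10 min for WT, WT UV, KD and KD UV. In 360 genes beginning at 2 to 20 kb the ratio at 40 min was 1.26 in WT and 1.20 in KD without UV and 0.99 and 0.86 with UV. Over time the mean log2 shift past 50 kb was −0.71 ± 0.57 (SD, n = 4 pairs, exact sign-flip p = 0.13, the smallest possible). For KD over WT it was −0.14 ± 0.16 (exact sign-flip p = 0.25). With background subtracted and reads pooled over genes in place of the median it was 0.02 ± 0.21 (exact sign-flip p = 1), so the direction of this mean over 4 pairs is open. In the single pair at 40 min after UV the shift was −0.07 by the median and −0.15 pooled with background subtracted. That pair has no replicate check. Without a pair the median-based shift of KD over WT lay between −0.20 (UV 10 min left out) and −0.08 (no UV 10 min left out). In *PPP1R12A* the first 138.2 kb went from 0.74 to 2.96 reads per kb per M reads in WT and 0.73 to 2.20 in KD without UV. With UV it went from 0.61 to 0.92 and 0.67 to 0.95. The 22.8 kb after it went from 1.77 to 0.74, 0.70 to 0.42, 1.10 to 1.06 and 1.39 to 1.22 in the same order. In WT without UV at 10 min the last 2.36 kb of the gene held 11.6 reads per kb per M reads, against 0.76 in the 159.2 kb before it. It overlaps the 22.8 kb part, whose values therefore do not show reads spread along that part.

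**Figure D5:**
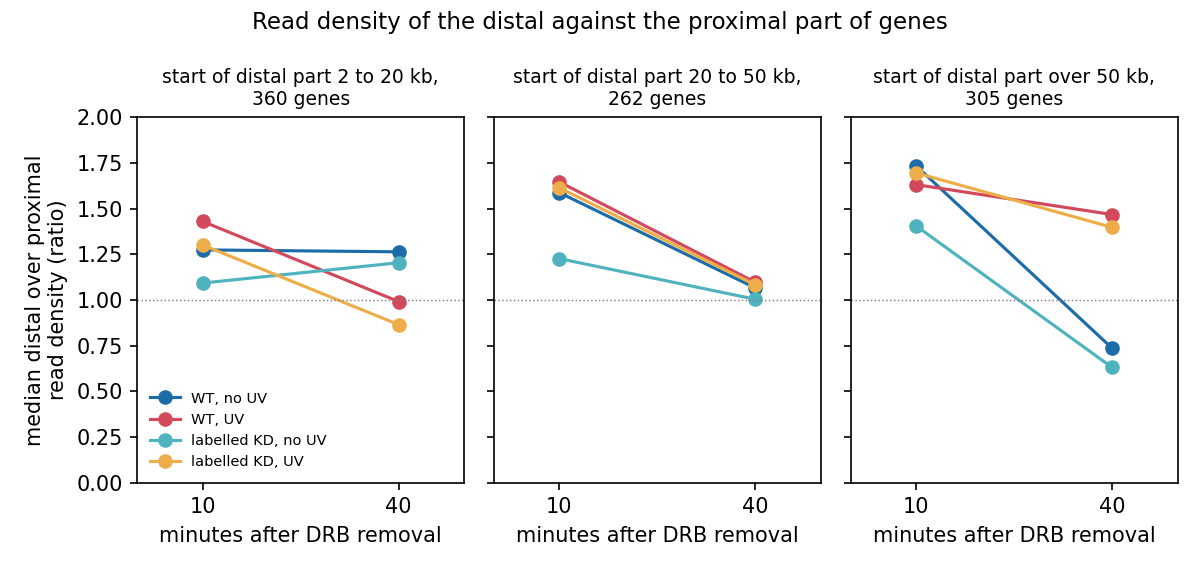
Median ratio of distal to proximal read density at 10 and 40 min after DRB removal, by where the distal part begins, with 1 line per cell label and UV state and 1 library per point. Past 50 kb the lines without UV end at 0.74 and 0.63, and those with UV at 1.47 and 1.40.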

Values the study reported

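For KIFAP3, a gene used to follow the polymerase by qRT-PCR after DRB was washed out, the study reported that unirradiated wild-type cells transcribed the first exon-intron junction within 20 min and a junction 153 kb from the start site by 2 h. After UV-C it gave little arrival at the first junction by 50 min and arrival at distal ones later than 24 h. In cells with less ZFAS1 the corresponding times after damage were 20 min and 22 h. No number was stated in its text for the distances of the GRO-seq wave fronts. Without such damage the study described an effect of lower ZFAS1 on transcription opposite in direction to the one after damage. From GRO-seq it described wave fronts in knockdown cells as similar to wild type at 10 min and further along genes at 40 min after UV-C.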

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

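All tests of explanations in this part were chosen after the results were seen, while the knockdown by UV count itself was planned.

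The ratio of KD over WT differed with and without UV for 1831 genes by the interaction term, with *SULT1C4* at 4.94 and *SYTL4* at −5.98, the latter from reads of both WT UV libraries whose source is open (1645 and 741 CPM by library totals, at most 26.5 in the others). Over the 32 splits of the libraries, 1 gave as many genes and the highest other gave 21. This does not exclude chance, since most other splits partly follow the factors already in the fit and so have less power. Leaving out 1 library moved the count from 8 (KD no UV 10 min) to 6118 (WT no UV 10 min), with 15, 33 and 28 without KD no UV 40 min, KD UV 10 min and KD UV 40 min. For 7896 active genes, background spread evenly over genes is argued against. With background subtracted, the mean square of this contrast was still 2.67 times the largest of the UV, knockdown and UV by time contrasts. Genes near background and reads spread unevenly were not covered, and the signal of active genes over background moved with this term. A batch that follows the order of the tables cannot be told apart, since order and side of the term go together in 8 of 8 libraries, and neither can cell labels exchanged in the UV libraries, since KD over WT without UV correlated with that with UV at −0.48 or lower, as either would give. A response to UV that depends on *ZFAS1* stays open as well. Libraries made again in 1 batch could separate such a response from a batch and from exchanged labels.

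The length index had opposite signs in both cases below, and these differences were not tested. Both cases are the same difference among the same libraries at each time, so they are not separate observations. It runs along the order of the tables, so a batch cannot be told apart from it. The estimated background share of reads moved with it as well. At 10 min that share was 26.2% in KD and 17.6% in WT without UV, and 18.1 and 22.8% with UV. At 40 min it was 15.5 and 8.3%, and 13.9 and 18.5%. For KD over WT it was 0.33 and 0.61 without UV and −0.20 and −0.21 with UV, at 10 and 40 min. For UV over no UV it was 0.40 and 0.31 in WT and −0.13 and −0.52 in KD. In active genes alone, an alternative chosen after seeing the data, the WT value at 40 min was −0.02, so the opposite signs for UV did not hold there.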

How the results depend on the processing

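The splits of the libraries, the order of the tables, the shortest transcript, active genes alone, fry in place of camera and the list tests of the knockdown by UV term were chosen after seeing the data, and the other alternatives were planned. No paired analysis was possible because the groups share fewer than 2 replicate numbers, and the matched pairs tested here are conditions that differ in 1 factor. The length index moved by less than 1 SD in all 15 alternatives for each factor, but its sign did not always hold. For UV it went from 0.01 to between −0.13 and 0.19, below 0 in 8 of 15, and for knockdown from 0.13 to −0.03 without either library of the pair without UV at 40 min. For time it stayed below 0. Its test cannot reach 0.05, so the side of the threshold could not move. For *ZFAS1* the KD over WT ratio lay between −0.0107 (without WT UV 40 min) and 0.54 (without WT no UV 40 min). The cause was not tested for any change below, except that subsets hold fewer libraries.

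For UV, 0 genes by edgeR (300 at an unadjusted p under 0.05, 0 by DESeq2 and limma-voom) became 60 in WT alone, 1159 in KD alone, 11 with table order as a covariate and 0 to 2 with a library left out (1 without KD no UV 40 min, 2 without KD UV 10 min). For knockdown, 0 genes (83 at an unadjusted p under 0.05, 0 by DESeq2 and limma-voom) became 3085 without UV, 159 with UV, 4 with table order and 0 to 2 with a library left out (2 without KD no UV 40 min). For UV by time, 0 genes (472 at an unadjusted p under 0.05, 0 by DESeq2 and limma-voom) became 0 to 1 with a library left out (1 without WT UV 10 min). Every split matches a count of 0, so the 33, 33 and 32 splits that gave as many for UV, knockdown and UV by time decide nothing. The highest other splits gave 3, 0 and 1831 genes, the last along the order of the tables.

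For time, 92 genes became 439 with RLE, 2 with library totals, 7 with short genes, 162 with no filter, 1645 with DESeq2, 22 with limma-voom and 1257 with the factor alone. It was 31 in WT, 1809 in KD, 4876 without UV, 3148 with UV, 827 with the shortest transcript, 345 in active genes, 4649 with table order as a covariate, 2893 in one order alone and 151 in the other. With a library left out it ranged from 0 (WT no UV 10, WT no UV 40, KD no UV 10 or KD UV 40 min) to 1918 (WT UV 40 min), with 30 without WT UV 10, 878 without KD no UV 40 and 1032 without KD UV 10 min. Chance cannot be excluded for the 92 genes, as 2 of 33 splits gave as many. The highest other, at 6628, calls many times the real count and points to a structure of the samples whose nature was not tested. It is the time split with WT UV 40 min and KD UV 10 min exchanged.

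For knockdown by UV, 1831 genes became 4887 with RLE, 2923 with library totals, 5019 with short genes, 5120 with DESeq2 and 3832 with the shortest transcript. With a library left out it ranged from 8 (KD no UV 10 min) to 6118 (WT no UV 10 min), with 15 without KD no UV 40, 33 without KD UV 10 and 28 without KD UV 40 min. Of the 1831, 1595 were also called with library totals and 1630 with short genes. Over UV, knockdown and time 31 list tests passed by camera, 0 with an estimated correlation and 0 by fry. Fry passed for 4 lists of the knockdown by UV term (G1/S, mitotic, p53 and elongation, adjusted p = 0.0327 each) and, with library totals, for NF-kB genes over time (adjusted p = 0.0189). Lists beyond 95% of random ones at 40 min after UV went from 7 to 3 with span matched. Of 24 named called genes 14 passed with library totals and 5 to 24 with a library left out (12 without WT no UV 10, 11 without WT no UV 40, 5 without KD no UV 10 and 6 without KD UV 40 min). Depth limits genes with few reads, since 10.2 M reads is the smallest library.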

Other observations

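The tests in this part were chosen after the results were seen.

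Changes from 10 to 40 min were set against the span of active genes. The mean over 4 pairs of the median log2 change was 0.07 ± 0.47 (SD) for 1850 genes of 1 to 10 kb, 0.36 ± 0.18 for 10 to 30 kb, 0.54 ± 0.22 for 30 to 60 kb, 0.55 ± 0.34 for 60 to 100 kb, 0.32 ± 0.28 for 100 to 200 kb and −0.07 ± 0.28 for 308 genes over 200 kb. For genes of 1 to 10 kb the pairs had opposite signs, −0.48 in WT and −0.14 in KD without UV against 0.54 and 0.36 with UV, while for 60 to 100 kb they were 0.65 and 0.99 without UV and 0.22 and 0.34 with UV.

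Past 50 kb the distal part stood lower against the proximal part at 40 than at 10 min without UV, at log2 shifts of −1.24 in WT and −1.16 in KD, and less with UV, at −0.15 and −0.28, a mean gap of −0.98 that was not tested. Background reads spread evenly over genes are argued against, since 103% of the gap stayed. That value had background subtracted and reads pooled over genes in place of the median, so it differs in both choices. Reads piled near 3' ends are not removed by this and were not tested. A batch that follows the order of the tables is argued against, since the gap was −0.96 and −1.0 within the 2 orders. Where the distal part began at 20 to 50 kb the shifts were −0.58 and −0.29 without UV and −0.59 and −0.58 with UV in WT and KD, and at 2 to 20 kb they were −0.01 and 0.14 without UV and −0.53 and −0.59 with UV. A hypothesis is that polymerases released from DRB may have advanced less far after UV by 40 min. The 20 to 50 kb class alone does not separate UV from no UV, and no test here decides it, which would need read positions and repeated libraries.

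There were 12 genes at least 3 times higher in both WT UV libraries than in any other, among them *BOK*, *GLRA3*, *GRIN2B*, *HINT3*, *NAT10*, *PLPP1*, *SLC7A2*, *SYTL4*, *TENM4*, *TGM6* and *THY1*, while no other pair of the 28 had over 7. Transcription along the whole gene is argued against for *SLC7A2*, where a part with 38.6% of the span took at most 0.22% of the extra reads. That part lies at the 3' end, so transcription from the start of the gene that had not reached it stays open. For 10 of the others, transcription along the whole gene stays open. They have no part to set against the rest (that of *GLRA3* spans nearly the whole gene). A single foreign source of reads, such as a plasmid or another library, may have entered both libraries. Mixed in a single proportion, it would give these genes a similar ratio of extra reads at 10 over 40 min. The ratios ranged from 2.25 to 5.01, a spread of 2.22 times, which goes against that. Repeated reads of single molecules cannot be left out as the reason for the spread, so such a source stays open. A response of these genes to UV in WT stays open as well. *SYTL4*, *TGM6*, *PLPP1*, *THY1*, *BOK*, *SLC7A2* and *GLRA3* also had among the lowest ratios of KD over WT at 40 min after UV, so those ratios need not reflect the knockdown.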
